A study of Homo sapiens with 7 samples. Its data were reported in "Biliary-Atresia-Associated Mannosidase-1-Alpha-2 Gene Regulates Biliary and Ciliary Morphogenesis and Laterality" (2020).

How the data were processed

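Whole-transcriptome RNA sequencing had been performed on liver from 4 patients with biliary atresia (BA), taken from the explanted organ, and on 3 normal liver allografts (NC). Per the study's methods, ribosomal RNA was removed, stranded total RNA libraries were prepared and paired reads were sequenced. The authors deposited 1 table of raw read counts per library, listing a whole-number count for each gene symbol and no normalization. The aligner, the counting program and its strand setting, the genome build and the gene annotation were not stated for these libraries, so no coordinates are given. The authors tested differential expression with DEseq at a fold change of at least 1.2 and an adjusted p-value under 0.05.

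Each table held 25370 rows in the same order. Of the symbols, 28 had been turned into dates by a spreadsheet program and 1 was blank. Those rows were tested and counted but not named. Genes that bear on a person's sex or inherited genotype were also tested and counted but not named. Libraries were grouped from the labels and numbered in the order of deposit, so the numbers pair no BA library with an NC library. The labels give no sequencing batch. The BA tissue was explanted and the NC tissue came from organs before transplantation, so group cannot be separated from tissue source or handling.

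Total counts ranged from 11499185 to 25249985 per library. The floor of 3 counts corresponded to 0.119 to 0.261 CPM (counts scaled to a common library total). The 95% confidence intervals given for shares of a single library's counts are Wilson intervals. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

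The deposited counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, which left 14756 genes, and libraries were scaled by the trimmed mean of M-values (TMM). BA was compared with NC by the quasi-likelihood F-test with no covariate, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p-value under 0.05 and a fold change of at least 1.2. Standard errors were derived from the F statistic. Levels are TMM-scaled CPM. For single measures, a two-sided exact permutation test over the 35 splits of 7 libraries into 4 and 3 was used, whose smallest p is 0.0286. For expression it was run on log2 CPM with a prior count of 2.

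The genes named were set before the data were examined. They were MAN1A2, the genes that the study's text lists as changed in human BA liver or in Man1a2-null mouse liver, and the 5 largest changes in each direction. The latter were taken among called genes with a mean log2 CPM of at least 1 and no overlap between groups. MALAT1, NEAT1, the olfactory receptor genes and the subset of listed dyskinesia and heart disease genes were singled out after their values were seen. Ciliary genes were tested as 1 combined set and 5 component sets with camera, at an inter-gene correlation of 0.01 and with adjustment over the 6 sets. The median log2 fold change was also placed among 10000 random sets matched on mean expression. GC content and length came from GENCODE release 29, which may not be the annotation used by the authors. Of the rows, 22652 matched by symbol, 899 by an older symbol and 1819 had no match.

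The alternatives were other scalings, other low-count filters, a robust fit, DESeq2 1.42.0, limma 3.58.1 with voom and quality weights, other fold thresholds, the fry test and the omission of each library in turn. Correction for GC content, by a loess trend of span 0.5 fitted in each library, was added after seeing the data. The tests were run on simulated data, with 5 tables of 14756 genes in which 200 genes were changed 4-fold or 16-fold. The edgeR test recovered 68.0% of changed genes, and 5.95% of its calls were unchanged genes. DESeq2 recovered 85.4%, and 25.8% of its calls were unchanged genes. Camera detected a ciliary set shifted by 1 on the log2 scale in 5 of 5 tables, a set shifted by 0.41, the median in the data, in 5 of 5, and an unshifted set in 0 of 5. Genes were drawn independently in these tables.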

Results

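Gene-level read counts were available for 4 BA livers and 3 NC livers. Total counts were 21263141, 11499185, 18867280 and 21114730 in BA replicates 1 to 4. They were 25249985, 21011753 and 24384823 in NC replicates 1 to 3. The mean total was 18186100 ± 4590710 (SD, n = 4) in BA and 23548900 ± 2239370 (SD, n = 3) in NC, and the groups did not differ (exact permutation test, two-sided p = 0.171). BA replicate 2 had the lowest depth and the most genes with at least 1 count, 21134. The other BA libraries had 18237 to 18814 such genes and the NC libraries had 17669 to 17831.

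Libraries correlated across genes with r between 0.946 and 0.979 for the 6 pairs within BA and between 0.964 and 0.982 for the 3 pairs within NC. The 12 pairs between groups ranged from 0.940 to 0.976, so the ranges overlapped. The first principal component held 39.6% of the variance. On it, BA replicate 1 had a score of -8.07, between the NC libraries (-69.7 to -45.2) and the other BA libraries (51.8 to 77.0).

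The comparison of BA with NC asked which genes are dysregulated in BA liver. Of 14756 genes tested, 81 were called by the edgeR quasi-likelihood test, with 50 higher and 31 lower in BA. The called genes had adjusted p-values between 0.0159 and 0.0497 and log2 fold changes of at least 1.31 in size. At an unadjusted p under 0.05 there were 3388 genes, where chance gives 5% of those tested. All 81 called genes had no overlap between the groups, as did 21.7% of tested genes, where chance gives 5.71%. The count depended on the method, and was highest with limma-voom with quality weights, which called 1708 genes. It fell to 0 when BA replicate 3, or any single NC library, was left out.

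**Figure D1:**
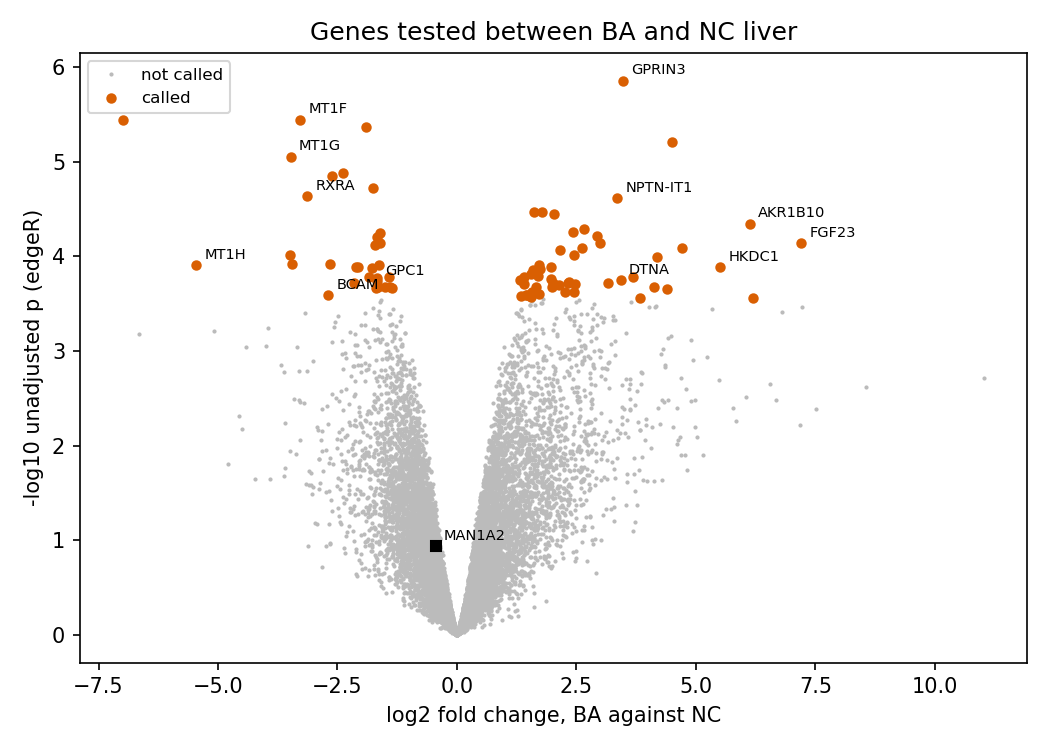
Each point is a gene, with the log2 fold change of BA (n = 4) against NC (n = 3) on the x axis and -log10 of the unadjusted edgeR p-value on the y axis. The 81 called genes are in orange, and MAN1A2, the black square, lies among the genes that were not called.

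MAN1A2, the candidate gene of the study, was measured at 166 ± 15.3 CPM (SD, n = 4) in BA and 225 ± 57.9 CPM (SD, n = 3) in NC. Its log2 fold change was -0.44 (SE 0.25), and the difference did not pass the edgeR test (adjusted p = 0.321). The exact permutation test gave p = 0.0571. The highest BA library had 180 CPM and the lowest NC library had 176 CPM. Counts of MAN1A2 were 2106 to 3833 in BA and 3608 to 5690 in NC, so depth did not limit this gene. The counts are per gene and do not resolve the exons of MAN1A2.

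The study's text lists 19 genes as changed in human BA liver, and all 19 were tested. Of these, 13 were higher and 6 lower in BA, 18 had an unadjusted p under 0.05, and 2 were called by edgeR over all genes. Adjusted over the list alone, 18 were called. The list was drawn by the study largely from its own calls on this comparison, so the latter count shows no stability. GPC1 fell from 33.8 ± 3.66 CPM in NC to 10.6 ± 2.88 CPM in BA, with a log2 fold change of -1.68 (SE 0.27, edgeR adjusted p = 0.0463). FGF23 was at or under 2 counts in every NC library and at 12.3 ± 12.1 CPM in BA. It was at least 80.7-fold higher in BA when compared with the floor of 3 counts (edgeR adjusted p = 0.0461). The SD of FGF23 in BA was close to its mean, with 30.2 CPM in BA replicate 4 and 3.19 to 8.64 CPM in the other BA libraries. The size of the bound therefore leans on BA replicate 4. With the trend with GC content removed, a correction chosen after seeing the data, edgeR called neither gene (adjusted p = 0.112 for GPC1 and 0.0686 for FGF23). The log2 fold change of GPC1 shrank to -0.99 with this correction, while that of FGF23 was 7.09. DESeq2 with the same correction called both (adjusted p = 0.0296 and 1.12e-10).

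Among listed ciliary genes, DNAH11 had a log2 fold change of 2.83 (SE 0.98, edgeR adjusted p = 0.144) and overlapped between groups. DYNC2H1 had 28.9 ± 16.9 CPM in BA and 10.5 ± 0.119 CPM in NC (edgeR adjusted p = 0.125). CENPF, which the study lists under dyskinesia, rose by 2.47 on the log2 scale (SE 0.51) without passing the test (edgeR adjusted p = 0.0602). A set of cell-cycle markers also rose, with 14 of 14 tested genes higher and a median log2 fold change of 1.85. The counts cannot tell a ciliary change of CENPF from a change in the share of dividing cells. DESeq2 called 17 of the 19 genes, the largest number under any alternative. Of the 10 listed genes tied to primary ciliary dyskinesia or congenital heart disease, 0 were called by edgeR, 10 had an unadjusted p under 0.05 and 10 were called by DESeq2. The study chose them by a related test, so the DESeq2 count was largely fixed beforehand. DESeq2 with GC-corrected factors called 4 of them, ACVR2B, CENPF, DNAH11 and MID1.

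**Figure D2:**
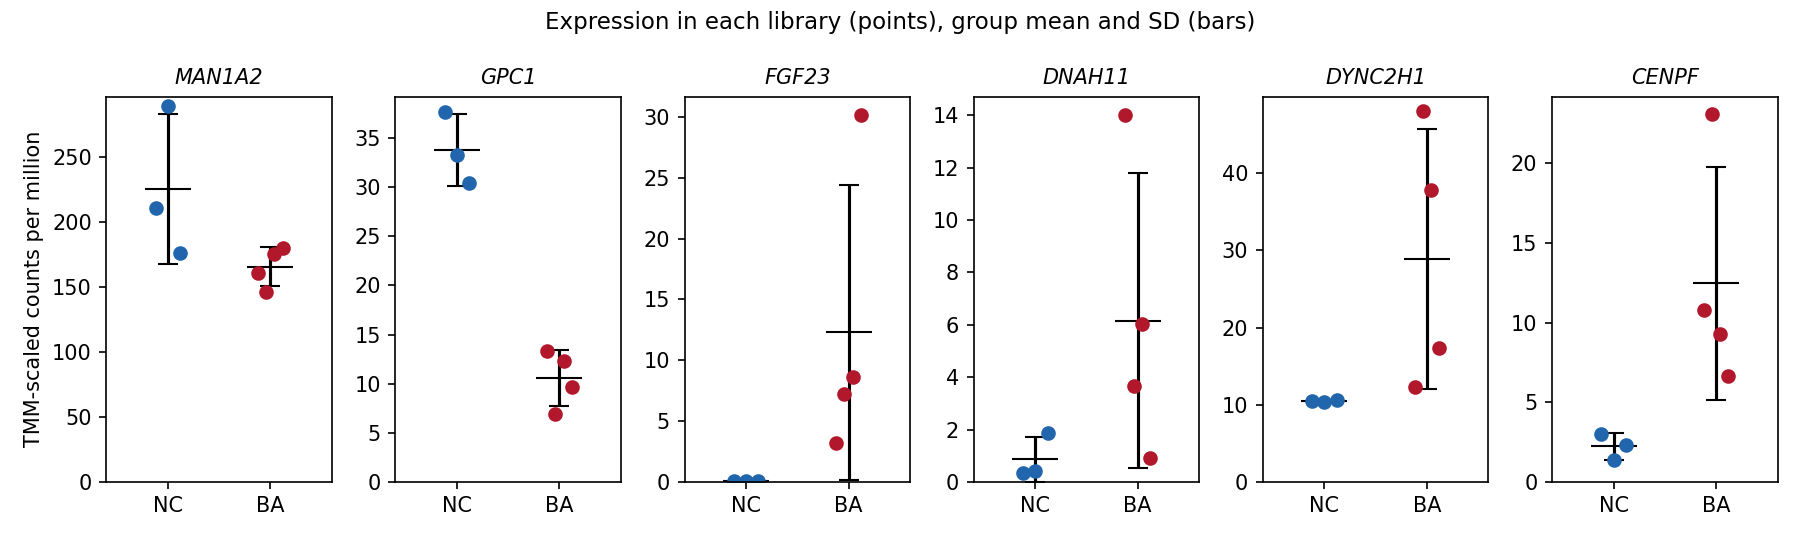
TMM-scaled CPM (y axis, from 0) of 6 genes in the NC (blue, n = 3) and BA (red, n = 4) libraries, with horizontal bars for the group mean and error bars for the SD. GPC1, FGF23, DYNC2H1 and CENPF do not overlap between groups, while MAN1A2 and DNAH11 do.

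The study also lists genes changed in Man1a2-null mouse liver, and their human symbols were examined to ask whether the same genes differ in BA. Of 41 symbols, 39 were tested and 2 were called, GPC1 and FGF23, which are also in the human list. There were 11 with an unadjusted p under 0.05, and 4 were called after adjustment over this list alone. The median log2 fold change of the 39 genes was 0.26. Of these 4, GPC1, FGF23 and CENPF are also in the human list, which was drawn largely from this comparison. Of the 30 tested genes that are not in the human list, 0 were called and 3 had an unadjusted p under 0.05. NOTCH1 was nearest, with a log2 fold change of -1.41 (SE 0.25, edgeR adjusted p = 0.0512). The 3 of 30 are a smaller share than the 3388 of 14756 among all tested genes. The 30 genes thus gave no sign of differing in BA more often than other genes. The shares were not compared by a test.

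The largest rise among genes meeting the naming rule was that of AKR1B10, at 23.8 ± 10.1 CPM in BA and 0.342 ± 0.389 CPM in NC (log2 fold change 6.12, edgeR adjusted p = 0.0444). HKDC1, GPRIN3, DTNA and NPTN-IT1 followed, with log2 fold changes of 5.50, 3.47, 3.42 and 3.36. GPRIN3 had the smallest SE of these, 0.30, and an edgeR adjusted p of 0.0159. NPTN-IT1 is a transcript within another gene, and its count is uncertain because gene-level counts cannot tell its reads from reads of that gene. The strand setting of the counting is also not stated. The largest falls were those of MT1H, MT1G, MT1F, RXRA and BCAM, with log2 fold changes of -5.46, -3.48, -3.29, -3.14 and -2.69. MT1G was at 38.8 ± 15.9 CPM in BA and 433 ± 36.1 CPM in NC (edgeR adjusted p = 0.0217). After GC correction AKR1B10, HKDC1, DTNA, MT1H, RXRA and BCAM kept their direction but were no longer called by edgeR, with adjusted p-values from 0.0590 to 0.0821. DESeq2 with GC-corrected factors called all 6, with adjusted p-values from 4.43e-16 to 0.00131. The 3 MT1 genes have near-identical copies, and reads could have been split between them.

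Ciliary genes were examined as a set because the study asked whether ciliogenesis is altered in BA. Of 124 genes, 100 were tested and 77 were higher in BA. Their median log2 fold change was 0.41, above 100% of the 10000 random sets matched on expression. The camera test gave an adjusted p of 2.06e-05 over 6 sets, and the fry test an adjusted p of 0.0315. A single gene of the set was called, and 28 had an unadjusted p under 0.05. The mean log2 CPM of the set was 2.86 ± 0.222 (SD, n = 4) in BA and 2.36 ± 0.166 (SD, n = 3) in NC. With libraries as the unit, the exact permutation test gave p = 0.0571. The 5 component sets had medians between 0.34 and 0.62.

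The level of a gene relative to the mean of the 7 libraries depended on the GC content of its transcripts. Across genes, Spearman's rho of this relative level with GC content was -0.303 to -0.156 in the BA libraries and 0.261 to 0.305 in the NC libraries (exact permutation test between groups, p = 0.0286, the smallest possible). Genes are not independent replicates, and these rho values describe each library against the mean of all 7. They cannot show which group carries the trend. The log2 fold change had a rho of -0.398 with GC content across 14418 genes. The median log2 fold change was 0.33 in the 20% of genes with the lowest GC content and -0.52 in the 20% with the highest. GPC1 and RXRA have transcripts of 66.7% and 63.2% GC.

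**Figure D3:**
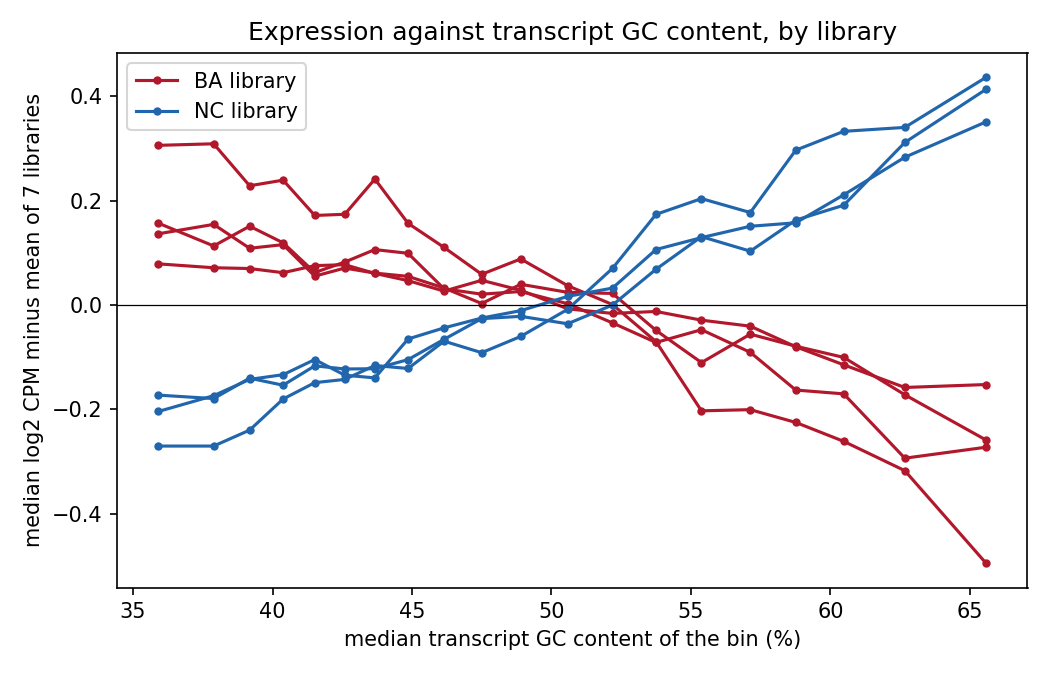
Median log2 CPM minus the mean of the 7 libraries (y axis) in 20 bins of genes by transcript GC content (x axis, %), with a line per library (BA red, NC blue). The NC lines rise and the BA lines fall with GC content in every library. Because the mean of the same 7 libraries is subtracted, this shows a difference between groups and not which group carries the trend.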

Values the study reported

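By reverse transcription quantitative PCR in 6 BA and 6 normal livers, the study reported MAN1A2 expression that was 2.4-fold lower in BA at the junction of exons 6 and 7 (p = 0.006) and 2.2-fold lower at exon 10 (p = 0.009). Of 101 genes linked to primary ciliary dyskinesia or to congenital heart disease, it reported 7 as dysregulated in human BA liver.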

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

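Every test in this part was chosen after the result was seen. Among 41 measures examined for a BA library far from the other BA libraries, 2 stood out, and chance alone gives about 2.05, so neither can be told apart from chance on this count. Both concern BA replicate 2, which also had the lowest depth.

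Reads on olfactory receptor genes made up 22.9 CPM without TMM scaling in BA replicate 2 (Wilson 95% interval 20.3 to 25.8). The other BA libraries had 3.20 to 5.46 CPM and the NC libraries 1.39 to 1.97. This library had the smallest BA total, yet its 263 reads on these genes, not divided by the total, were also more than in any other BA library. Library size alone thus did not account for the difference. Traces of genomic DNA would spread reads over many of these 398 genes. In this library 35.4% of them had a read, and the variance of their counts was 2.35 times the mean, which met the limits set for this explanation. Those limits were lenient: random sampling at this mean would put a read on 48.4% of the genes. Genomic DNA is therefore a possible explanation that remains, and no biological explanation was tested.

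MALAT1 took 2.08% of all counts in BA replicate 2, against 1.31% to 1.42% in the other BA libraries and 0.0782% to 0.248% in the NC libraries. The gap of the outlying library to the nearest BA library, over the BA range, fell to 0.246 with TMM scaling in place of the share of all counts, and to 0.737 when the share alone was corrected for GC content. Both are under the value that marks an outlying library. A larger nuclear RNA content was tested through NEAT1, whose share was 0.0997% in BA replicate 2. The share was lower in 2 of the other 3 BA libraries (0.0455% and 0.0411%) and slightly higher in BA replicate 3 (0.105%). A rank on 1 gene with so small a gap to BA replicate 3 cannot decide this, so nuclear RNA content was left open. Scaling by the library total is a candidate explanation, with the larger effect on the gap, and the GC trend also remains. No biological explanation was tested.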

How the results depend on the processing

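All alternatives but the 2 with GC correction were fixed before the data were examined, and those 2 were chosen after seeing the data. No paired analysis was possible because the replicate numbers follow the order of deposit and pair no samples.

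The number of called genes was 81, and it was within 1.5 times that number with DESeq2 size factors, upper-quartile factors, at least 10 counts in every library and the robust fit. It was 28 (20 higher, 8 lower) with library size only, 237 (144 higher, 93 lower) with no filter on low counts, and 15 (7 higher, 8 lower) when tested against a 1.2-fold change with glmTreat. DESeq2 called 1696 (993 higher, 703 lower), limma-voom 1708 (837 higher, 871 lower). With GC-corrected offsets edgeR called 8 (3 higher, 5 lower), all among the 81, and DESeq2 with GC-corrected factors called 1026 (669 higher, 357 lower), including 80 of the 81. A fold threshold of 2 could not change the count, since all calls exceeded it. Library size only moved the median log2 fold change of all genes by 0.24, and the other scalings by less than 0.1. The cause of these differences was tested in part, as given under the other observations.

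Across the 7 fits that each left out a library, the count of called genes ranged from 0 to 413, genes higher from 0 to 236 and genes lower from 0 to 177. In 4 of these fits no gene was called, although 2325 to 3142 genes had an unadjusted p under 0.05. The listed human genes called ranged from 0 to 3 and the mouse-listed genes from 0 to 2. The highest count, 413, came without BA replicate 1, the BA library nearest to NC on the first principal component.

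The 2 called genes of the human list became 1 with library size only, 1 with at least 10 counts in every library, 17 with DESeq2, 11 with limma-voom, 0 with GC-corrected offsets and 7 with DESeq2 and GC-corrected factors. The 2 of the mouse list became 1, 1, 9, 7 and 0 under the first 5 of these settings, and 3 with DESeq2 and GC-corrected factors. With no filter on low counts 4 genes of the mouse list and 3 of the human list were called. With GC-corrected offsets, 2631 genes had an unadjusted p under 0.05. With at least 10 counts in every library the call lost was that of FGF23, which this filter removes, while GPC1 was still called (edgeR adjusted p = 0.0436). For the other settings the cause was not tested.

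MAN1A2 stayed lower in BA and short of the threshold under all 17 alternatives. Its log2 fold change lay between -0.83 and -0.22 and its adjusted p between 0.0877 and 0.672. The ciliary median stayed positive and past the threshold under all 19 alternatives, between 0.29 and 0.68, with adjusted p-values from 1.14e-06 to 0.0315. Most of these used camera with the same preset correlation and genes as the unit, so they do not vary that assumption. The exact permutation test with libraries as the unit, which was not among them, gave p = 0.0571.

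Of 28 other named genes, 12 were called. None changed direction under any alternative, although 4 of the 28 gave no value with at least 10 counts in every library. With GC-corrected offsets 8 were no longer called, with library size only 3, and with the robust fit 1. DESeq2 called 15 more and limma-voom 9 more. When 1 library was left out, up to 12 were no longer called.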

Other observations

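Of the tests in this part, those on library size, gene length, biliary cells, hepatocytes and the splits for the total number of called genes were written down beforehand, and the others were chosen only after the results were seen.

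The number of called genes was compared with other splits of the 7 libraries. Of 35 splits, 1, the real split, gave as many called genes, and the same held for genes higher and genes lower. The next split gave 31 genes and grouped BA replicate 1 with the NC libraries. For the human list 1 of 35 splits gave as many, but that list was chosen largely from these data and cannot test itself. The mouse list also gave 1 of 35, through the same 2 genes, so it adds no separate evidence. Library totals overlapped, the highest BA total exceeding the lowest NC total by 251388 counts. Log2 fold change had a rho of 0.168 with exon length across genes, under the limit of 0.3 set for this explanation. After the trend with GC content was removed, 9.88% of the called genes were still called by edgeR. The calls had been close to the threshold, however, and all 81 genes kept their direction, with a median log2 fold change in size of 2.11 before and 1.74 after the correction. Kept direction is a weak check, since each of these genes had a log2 fold change of at least 1.31 in size. Of the 81 genes, 27 kept under 80% of their log2 fold change. DESeq2 with GC-corrected factors still called 80 of the 81 genes, but their median DESeq2 adjusted p without correction was 1.53e-06, far from the threshold. The loss of calls therefore does not show that GC content produced these differences, and removing a trend that follows the groups also removes any real difference that follows GC content.

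DESeq2 called 1615 more genes than edgeR. It tested 22540 genes against 14756, but edgeR with no filter on low counts called 237. The larger gene set thus did not account for most of the excess. Of 35 splits, 1 gave as many DESeq2 calls, the real split, although another gave 1555. That split only moved BA replicate 1 to the NC libraries, so it is close to the real grouping. The next largest count was 347, and the median over all splits but the real one was 21.5. These low counts argue against false calls as the source of most of the excess. Those splits mix BA and NC libraries, however. On simulated counts 25.8% of DESeq2 calls were unchanged genes, which met the limit set for false calls as an explanation. These were 59.4 genes per table, in tables with 200 changed genes, and that number is 3.68% of the excess. Neither the share nor the number carries over directly, since the number of truly changed genes in the data is unknown. Lower power of edgeR was tested as the ratio of changed genes recovered, which was 1.26 and under the limit of 1.5. For genes changed 4-fold the ratio was 1.70, above that limit, with 75.6% recovered by DESeq2 and 44.6% by edgeR. False calls and lower power of edgeR for smaller changes may therefore each account for part of the excess, of sizes these tests did not resolve.

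The ciliary shift was as large in size in 3 of 35 splits, so this test does not single out the real grouping. Besides the real split, these splits also kept BA replicates 2 to 4 together on the higher side. In 1 of them BA replicate 1 joined the NC libraries (0.52 in size). In the other NC replicate 1 joined BA replicates 2 to 4 (0.43). The shift cannot be told apart from those groupings. The median, 0.41, lay above 99.3% of random sets matched on expression and GC content, whose own median was 0.20. Of the component sets, the set of ciliogenesis and planar polarity effectors lay above 99.1% of its random sets and the other 4 above 61.9% to 92.5%. With the mean of biliary epithelial markers as a covariate, the ciliary median exceeded the median of all genes by 0.32, in a fit with 4 residual degrees of freedom. This remainder was not tested. Across the BA libraries the ciliary mean had the same order as the biliary marker mean, but across the NC libraries the order was reversed. The biliary markers themselves were higher in BA for 15 of 16 tested genes, with a median log2 fold change of 1.79. The exact permutation test on their mean gave p = 0.286. A part played by the share of biliary epithelial cells was thus neither shown nor ruled out.

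MAN1A2 fell, though short of the threshold, by an amount within the middle 50% of the hepatocyte markers, whose median log2 fold change was -0.61. It lay 0.16 above that median. With libraries as the unit, a difference in the hepatocyte marker mean was not shown (exact permutation test, p = 0.343). With genes as the unit, the marker median lay above only 0.18% of random sets matched on expression, and 5 of 21 markers were higher in BA. MAN1A2 did not follow the marker mean across libraries. NC replicate 3 had the highest marker mean, a log2 CPM of 12.11, and the lowest MAN1A2 level of the NC libraries. A share of hepatocytes as the source of the fall was thus neither shown nor ruled out.

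MALAT1 and NEAT1 were higher in BA, with log2 fold changes of 2.92 and 3.05 and edgeR adjusted p-values of 0.0566 and 0.0524, and both were higher in 4 of 4 BA libraries than in any NC library. DESeq2 called both genes (adjusted p = 4.86e-09 and 1.08e-06). After GC correction the smaller of their log2 fold changes was 2.62. Non-coding genes exceeded matched coding genes by a median of 0.0311 on the log2 scale. The GC-corrected log2 fold change had a rho of 0.0317 across genes with the ratio of genomic span to exon length, under the limit of 0.3, and the rho was 0.146 before GC correction. None of these tests reached the limit set for its explanation, but the difference cannot be told apart from an effect of tissue source or handling, which was not separable from group.

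MAN1A2 was 1.36-fold lower in BA by gene-level counts. That is a smaller reduction than the values quoted from the study above, which were measured by PCR on parts of the transcript. With GC correction, chosen after seeing the data, the fall of MAN1A2 was larger but still short of the threshold. Its log2 fold change was then -0.82 by edgeR (adjusted p = 0.193) and -0.83 by DESeq2 (adjusted p = 0.0877). Of the 10 listed dyskinesia and heart disease genes, 0 were called by edgeR and 10 had an unadjusted p under 0.05. The number called by edgeR is lower than the count quoted from the study above. The study counted over a larger list, and these 10 genes were chosen from its own calls. The study names more genes of this kind than its text counts, and does not explain the difference. The counts are therefore not directly comparable.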
